A study of Homo sapiens with 12 samples. Its data were reported in "SF3B1 homeostasis is critical for survival and therapeutic response in T cell leukemia" (2022).

How the data were processed

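RNA was measured in CUTLL1 cells, an established human T-cell acute lymphoblastic leukaemia line, after 24 hours with vehicle (DMSO), with 3 nM of E7107, with 5 µM of an inhibitor of nonsense-mediated decay (NMDi), or with both compounds. E7107 is a small molecule that binds SF3B1, a component of the U2 spliceosome, and blocks splicing. Nonsense-mediated decay (NMD) degrades transcripts with a premature stop codon, and NMDi was used to block the contact between the NMD proteins SMG5 and UPF1. Groups and replicate numbers came from the sample titles, with 3 libraries in each of 4 groups. The replicate numbers are shared by the groups, and this is where the pairing tested below comes from.

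The authors deposited 3 tables, one for each treatment against DMSO. Per the study's methods, reads were mapped with STAR to the GRCh37 (hg19) assembly with Ensembl annotation and counted per gene with HTSeq. Those steps were stated for another assay of the study, and for RNA-seq an earlier publication was cited, so the versions used for these libraries are not certain. The labels and the series text differ on whether the libraries were stranded, and antisense and overlapping genes are therefore treated as uncertain. The expression values the authors deposited are CPM, counts scaled to the total of reads counted in each library, with no further scaling factor, and the DMSO values were identical in the 3 tables. Each table held the genes with a CPM above 1 in at least 2 of its 6 libraries (tested on the values), which left 13774, 13275 and 13743 genes for E7107, NMDi and the combination. The deposited tables also hold the authors' edgeR log2 fold changes, which differ from the log2 ratio of mean CPM by a near constant offset (0.144 for E7107, -0.087 for NMDi and 0.062 for the combination), as a scaling factor between libraries would give. They also hold the authors' adjusted p-values of edgeR's likelihood ratio test and the authors' calls, which matched an adjusted p-value under 0.01 and the sign of the change in every gene.

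The spacing of the CPM values gave the value of 1 read in each library, and 100.0% of the values were whole multiples of it. The library totals so recovered ran from 51735290 to 83373825 counted reads, so that 3 reads, taken as the smallest detectable level, correspond to 0.03598 to 0.05799 CPM. This floor covers counting error only. The Wilson intervals below treat genes as independent draws, and cover neither the counting error of reads nor the variation between libraries. In the E7107 and combination tables the lowest value was 1 read, and count tests were run there as alternatives. In the NMDi table the lowest values of the NMDi libraries were 14 to 39 reads, and no count test was run.

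CPM values are not counts, so the main test was limma (version 3.58.1, in R 4.3.3) on log2(CPM + 1), with a mean-variance trend in eBayes, in genes with a mean CPM of at least 1 over the libraries of a table, and with Benjamini-Hochberg adjustment. A gene was called at an adjusted p-value under 0.01, the study's own threshold. Fold changes are on the log2(CPM + 1) scale, which understates the change of weakly expressed genes. Each treatment was compared with DMSO over the 6 libraries of its table. The combination was compared with E7107 alone, and the interaction of E7107 and NMDi was tested, in a joint fit of all 12 libraries over the 13050 genes present in the 3 tables, which was allowed by the identical DMSO values. Genes lower with E7107 that had no such call in the combination were counted, and the log2 fold change in the combination minus that with E7107 was summarised by its median.

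The gene lists, 4 in number, were written before the data were examined and tested with limma's camera (inter-gene correlation of 0.01, two-sided, adjusted over the tests of a fit with Benjamini-Hochberg). They were 175 genes of DNA repair and the DNA damage response, 43 genes taken as NMD targets, 16 NMD factors and 12 components of the U2 spliceosome, of which 171, 43, 16 and 11 were found in the tables. Genes named in the text follow a rule that was also fixed beforehand. For each comparison with DMSO these are the 2 protein-coding genes with the largest increase and the 2 with the largest decrease among genes called, with a mean CPM of at least 10 and no overlap between treated and DMSO libraries. SF3B1, CHEK2, FANCD2, FANCA, ATM, ATR, UPF1 and SMG5 were named whatever their values, and 1 further gene that was to be named in this way is not reported here. Shares of genes that lost a call are given with 95% Wilson intervals.

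The alternatives fixed before the data were examined were a pseudocount of 0.1, no filter, a mean CPM of at least 10, median-of-ratios and 75th percentile scaling of the libraries, an adjusted p-value under 0.05, an absolute log2 fold change of at least 1, no mean-variance trend, protein-coding genes only, the replicate number as a block, each library left out in turn, and edgeR (version 4.0.16, quasi-likelihood test with TMM factors) and DESeq2 (version 1.42.0) on the recovered reads. In edgeR and DESeq2 the combination was compared with E7107 over the 9 libraries without NMDi alone. A fit of edgeR with the replicate block, and a correction of each library for GC content with and without the block, were added after the data were seen. The correction removed from each library a spline of GC content (5 degrees of freedom) fitted to its deviation from the mean of all libraries and kept its mean level.

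Exon numbers, transcript length, GC content and annotated NMD transcripts came from the GENCODE annotation of GRCh37, in which 97.4% of the gene identifiers were found, 99.99% of these on the same chromosome and strand. Gene coordinates are those of the deposited tables. The tests were checked on simulated libraries drawn from the DMSO means and the real library totals, in which 200 genes were changed by 1 on the log2 scale. The 6-library limma fit recovered 200 of these with 2 false calls among 12900 genes, the interaction recovered 195 of 200 with 0 false calls among 12780 genes, edgeR recovered 200 with 2 false calls and DESeq2 200 with 6, each among 12900 genes. The simulation had no shift between libraries, and so does not test the scaling. Genes were drawn independently with the same spread, without a deviation shared across genes in any library. For the interaction, all genes were also given random changes with E7107 and NMDi. The planted change was well above the median absolute change of 0.13 with NMDi, so the recovery does not carry over to changes of that size. Permutation tests across genes used 100000 resamples and were two-sided. Figures were drawn with matplotlib 3.10.9.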

Results

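RNA of CUTLL1 cells (poly(A)-selected, per the labels) was sequenced in 12 libraries, 3 each of cells treated with DMSO, E7107, NMDi, or E7107 and NMDi together. The reads counted per library ran from 51735290 to 83373825 with DMSO, from 53313758 to 65608576 with E7107, from 67710198 to 82961202 with NMDi and from 67003281 to 80648661 with the combination. Every pair of replicates differed by more than counting error, with a chi-square per gene between 2.7 and 39.06, so no library appeared to be present under several names. The largest values were those of E7107 replicate 1 against replicates 2 and 3 (39.06 and 26.0), while replicates 2 and 3 differed by 3.0. The 10 most abundant genes took 6.57% to 8.51% of the CPM and mitochondrial genes 5.45% to 6.31%.

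The first question was how inhibition of SF3B1 changed transcript levels. Of 13076 genes tested, 4503 were higher and 6116 lower with E7107 than with DMSO, which is 81.2% of the genes (limma, Benjamini-Hochberg adjusted p-value under 0.01, n = 3 per group). An absolute log2 fold change of at least 1 was reached by 1364 of the higher and 2594 of the lower genes. The median log2 fold change of all genes was -0.15, and it was -0.001 when libraries were scaled by median of ratios, so changes of genes named for the study's questions are also given relative to that median. Under that scaling 5304 genes were higher and 5283 lower, a share of higher genes of 50.1% against 42.4% with CPM as deposited. With the replicate number as a block 4353 genes were higher and 5958 lower. The deviations of same-numbered DMSO and E7107 libraries from their group means had a correlation across genes of -0.20, so these numbers did not mark a shared shift. The edgeR test on the recovered reads called 5168 genes higher and 5411 lower. The authors' deposited table marks 5667 genes as higher and 5877 as lower.

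The largest increases were those of CMYA5 and DCAF4L1. CMYA5 (ENSG00000164309, chromosome 5, 78985700 to 79096063 in GRCh37) rose from 2.81 ± 0.07 CPM (SD, n = 3) with DMSO to 673 ± 21.2 CPM with E7107, a log2 fold change of 7.47 (SE 0.04, limma adjusted p = 2.44e-11). DCAF4L1 (ENSG00000182308, chromosome 4, 41983713 to 41988476) rose from 0.65 ± 0.05 to 30.1 ± 1.83 CPM (log2 fold change 4.24, SE 0.06, limma adjusted p = 1.26e-09), and its count is uncertain because it is a close copy of DCAF4. The largest decreases were those of CDC45 (ENSG00000093009, chromosome 22, 19466982 to 19508135), from 151 ± 6.32 to 4.42 ± 0.59 CPM (log2 fold change -4.82, SE 0.08, limma adjusted p = 1.65e-09), and of TK1 (ENSG00000167900, chromosome 17, 76170160 to 76183314), from 159 ± 8.26 to 5.79 ± 0.57 CPM (log2 fold change -4.56, SE 0.07, limma adjusted p = 1.28e-09). These 4 genes kept their direction and call in each of 21 alternative fits.

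Among the genes named for the study's questions, CHEK2 (ENSG00000183765, chromosome 22, 29083731 to 29138410) had 56.8 ± 2.5 CPM with DMSO and 14.6 ± 0.16 CPM with E7107 (log2 fold change -1.89, -1.74 relative to the median of all genes, limma adjusted p = 6.21e-09). FANCD2 (ENSG00000144554, chromosome 3, 10068098 to 10143614) changed by -2.58 (relative to the median -2.43, limma adjusted p = 1.42e-09) and FANCA (ENSG00000187741, chromosome 16, 89803957 to 89883065) by -1.70 (relative to the median -1.55, limma adjusted p = 6.58e-09). ATM (ENSG00000149311, chromosome 11, 108093211 to 108239829) was at 241 ± 14.6 CPM with DMSO and 191 ± 15.4 CPM with E7107 (log2 fold change -0.34, relative to the median -0.19, limma adjusted p = 0.00141). ATM lost its call in 5 of 21 alternatives, median-of-ratios scaling among them (limma adjusted p = 0.0483). The authors' deposited edgeR test did not call it either (edgeR adjusted p = 0.011). ATR (ENSG00000175054, chromosome 3, 142168077 to 142297668) did not differ by more than the replicate error (log2 fold change -0.10, relative to the median 0.05, limma adjusted p = 0.152), although its adjusted p ran from 0.000142 to 0.965 over 21 alternatives, and it was called lower without E7107 replicate 1 and with the GC correction. SF3B1 itself (ENSG00000115524, chromosome 2, 198254508 to 198299815) was higher with E7107, at 1203 ± 8.17 against 873 ± 20.7 CPM (log2 fold change 0.46, relative to the median 0.61, limma adjusted p = 1.83e-06), and UPF1 (ENSG00000005007, chromosome 19, 18942747 to 18979045) rose from 65.2 ± 1.86 to 131 ± 13.9 CPM (log2 fold change 0.99, relative to the median 1.14, limma adjusted p = 2.75e-06). SMG5 (ENSG00000198952, chromosome 1, 156219015 to 156252620) was not called (log2 fold change 0.06, relative to the median 0.21, limma adjusted p = 0.28), and under median-of-ratios scaling it was (log2 fold change 0.22, limma adjusted p = 0.00178).

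**Figure D1:**
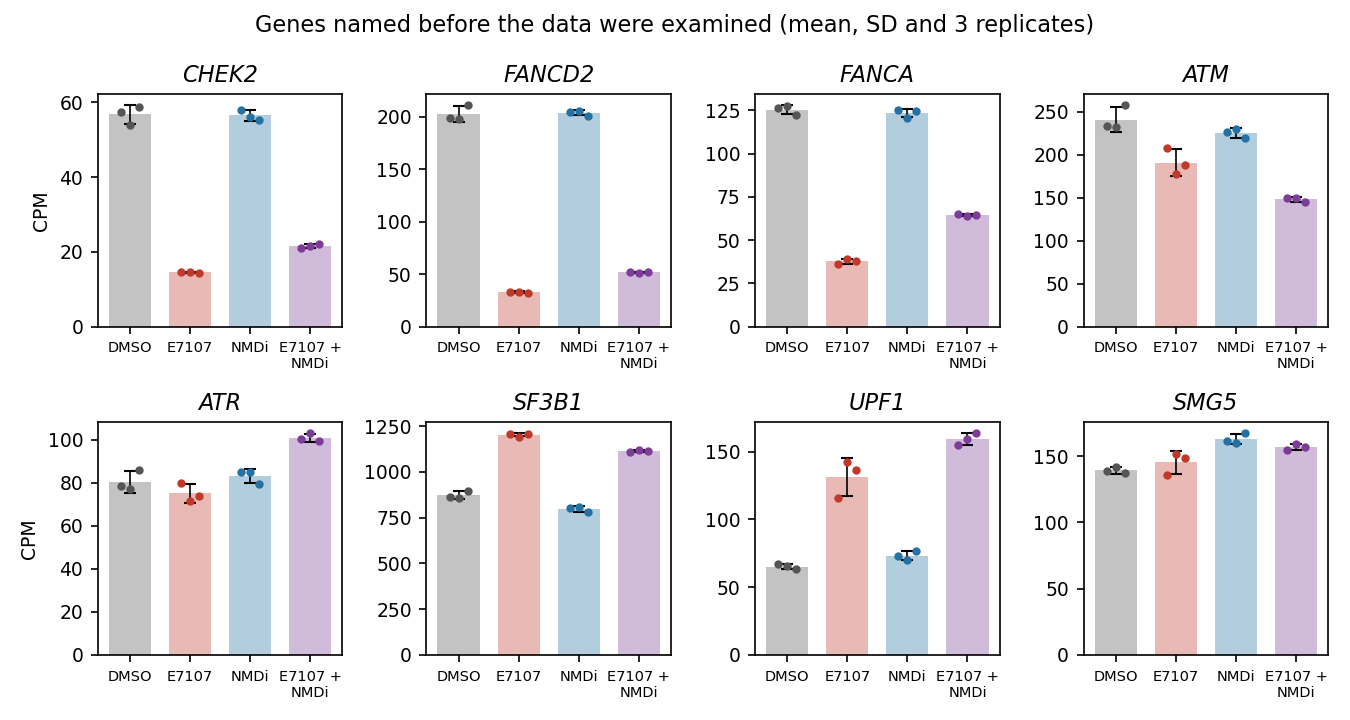
CPM of 8 genes in each group, with bars for the mean, error bars for the SD and points for the 3 replicates. CHEK2, FANCD2 and FANCA were lowest with E7107 and remained below DMSO in the combination, while ATM was lowest in the combination at 148 CPM.

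The second question was what NMDi did alone. Of 13057 genes tested, 4251 were higher and 1339 lower with NMDi than with DMSO (limma, adjusted p-value under 0.01), but only 13 of the higher and 3 of the lower genes had an absolute log2 fold change of at least 1. The median of the absolute log2 fold change was 0.13, against 0.64 with E7107. The split between higher and lower genes depended on the scaling. The share of higher genes was 76.0% with CPM as deposited, 59.2% with 75th percentile scaling (2906 higher, 2006 lower) and 46.7% with median-of-ratios scaling (2234 higher, 2550 lower). With the replicate block 3170 genes were higher and 950 lower, and the deviations of same-numbered DMSO and NMDi libraries had a correlation of -0.36. The authors' deposited table marks 2605 genes as higher and 2977 as lower.

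NQO1 (ENSG00000181019, chromosome 16, 69740899 to 69760854) rose from 15.9 ± 1.08 CPM with DMSO to 48.1 ± 0.56 CPM with NMDi (log2 fold change 1.54, SE 0.045, limma adjusted p = 3.34e-10) and FTH1 (ENSG00000167996, chromosome 11, 61727190 to 61735132) from 463 ± 24.2 to 1092 ± 20.1 CPM (log2 fold change 1.24, SE 0.04, limma adjusted p = 3.27e-10). DDIT4 (ENSG00000168209, chromosome 10, 74033678 to 74035794) fell from 116 ± 3.29 to 45.9 ± 2.8 CPM (log2 fold change -1.33, SE 0.04, limma adjusted p = 6.79e-10) and HIST1H2BH (ENSG00000197459, chromosome 6, 26251879 to 26252303) from 19.1 ± 1.16 to 9.05 ± 0.64 CPM (log2 fold change -1.003, SE 0.06, limma adjusted p = 1.14e-07). FTH1 has processed pseudogenes and HIST1H2BH is one of many near-identical histone genes, so their counts are uncertain. CHEK2, FANCD2, FANCA, ATM and ATR did not pass the threshold with NMDi alone (log2 fold changes from -0.10 to 0.05, limma adjusted p from 0.0511 to 0.894). FANCA was called lower in 3 of 18 alternatives, median-of-ratios scaling among them (limma adjusted p down to 0.000446). ATM was called lower under median-of-ratios and 75th percentile scaling, and ATR was called higher with the GC correction (value 0.13, limma adjusted p = 0.000145). SF3B1 was lower (log2 fold change -0.13, limma adjusted p = 0.00135). UPF1 (log2 fold change 0.17, limma adjusted p = 0.00203) and SMG5 (log2 fold change 0.22, limma adjusted p = 4.88e-05) were higher. With the replicate block SF3B1 and UPF1 were no longer called, and over all alternatives their adjusted p-values with NMDi ran up to 0.0323 and 0.0727.

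With E7107 and NMDi together, 5345 of 13071 genes were higher and 6088 lower than with DMSO (limma, adjusted p-value under 0.01), of which 1341 and 2071 had an absolute log2 fold change of at least 1. More genes were called than with E7107 alone although the median absolute log2 fold change was smaller (0.58 against 0.64), and the median standard error was also smaller (0.042 against 0.061). Under the block 5224 genes were higher and 5949 lower, and the correlation of same-numbered deviations between DMSO and the combination was -0.30. The edgeR test on the recovered reads called 5713 genes higher and 5729 lower, and the authors' deposited table marks 6044 as higher and 6118 as lower. CMYA5 (527 ± 4.44 CPM, log2 fold change 7.11, limma adjusted p = 3.49e-19) and DCAF4L1 (22.4 ± 0.57 CPM, log2 fold change 3.83, limma adjusted p = 3.47e-15) again had the largest increases. The largest decreases were those of IGLL1 (ENSG00000128322, chromosome 22, 23915312 to 23922495), from 95.9 ± 2.98 to 3.01 ± 0.19 CPM (log2 fold change -4.60, limma adjusted p = 8.16e-16), and DNTT (ENSG00000107447, chromosome 10, 98064085 to 98098321), from 115 ± 1.51 to 4.02 ± 0.22 CPM (log2 fold change -4.53, limma adjusted p = 8.16e-16). IGLL1 shares sequence with other immunoglobulin lambda genes, and its count is uncertain for that reason.

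**Figure D2:**
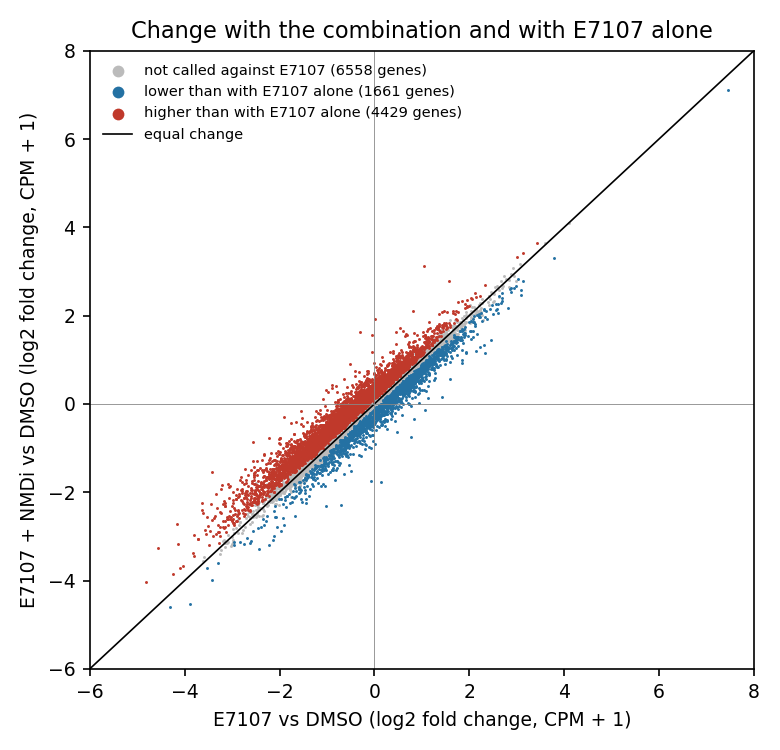
Log2 fold change against DMSO with the combination (vertical axis) and with E7107 alone (horizontal axis) for the 12648 genes tested in both the E7107 table and the joint fit, coloured by the test of the combination against E7107 (limma, adjusted p-value under 0.01). The line marks equal change, and the changes with E7107 run from -4.82 to 7.47, with 4429 genes higher and 1661 lower than with E7107 alone.

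The next question was whether blocking NMD restored the transcripts that E7107 lowered. In the joint fit of 12 libraries, 4456 of 12751 genes were higher and 1663 lower in the combination than with E7107 alone (limma, adjusted p-value under 0.01), with 67 and 13 at an absolute log2 difference of at least 1. The share of higher genes was 72.8% with CPM as deposited, 51% with 75th percentile scaling (2982 higher, 2862 lower) and 47.8% with median-of-ratios scaling (2852 higher, 3111 lower). With edgeR on the recovered reads it was 53.2% and with DESeq2 48.2%. Under the block 4214 genes were higher and 1506 lower, and same-numbered E7107 and combination libraries deviated together, with a correlation of 0.35.

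Of 6106 genes that were lower with E7107 and tested in both tables, 567 were no longer called lower in the combination, which is 9.29% (95% Wilson interval 8.58% to 10.04%), and 108 of these were called higher than DMSO. A lost call is not a test of a difference. In the joint fit 2955 of 6101 such genes (48.4%) were higher in the combination than with E7107 and 476 were lower. Of these 2955 genes, 2451 were still below DMSO. The combination differed from E7107 by a median of 0.17 on the log2 scale over the lower genes (0.17 to 0.18 for each combination replicate, SD 0.003, n = 3), and 76.9% of them moved toward DMSO. Taken from single E7107 replicates, the median ran from 0.169 to 0.185 (SD 0.009, n = 3). The median gene regained 18.4% of its log2 change. Of 4424 genes that were higher with E7107, 202 (4.57%) were no longer called higher, the median difference was -0.02 (SD 0.008 over the combination replicates, n = 3), and 54.7% moved toward DMSO. Taken from single E7107 replicates, this median ran from -0.035 to -0.010 (SD 0.013, n = 3). In the joint fit 928 of 4102 such genes (22.6%) were lower in the combination than with E7107 and 779 were higher. Under median-of-ratios scaling the medians were 0.10 for the lower and -0.10 for the higher genes. Adding the replicate block gave a share of lower genes that lost their call of 9.3% and medians of 0.18 and -0.02, at the correlation of 0.35 between same-numbered E7107 and combination libraries. In the authors' deposited table, 438 of 5877 genes marked lower with E7107 are not marked lower in the combination, and 324 of 5551 genes marked higher are not marked higher.

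CHEK2 was at 21.7 ± 0.53 CPM in the combination, a log2 difference of 0.54 from E7107 alone (limma adjusted p = 1.45e-07). FANCD2 was at 51.8 ± 0.53 CPM (log2 difference 0.63, limma adjusted p = 6.3e-09) and FANCA at 64.7 ± 0.51 CPM (log2 difference 0.76, limma adjusted p = 2.03e-09). All 3 were higher than with E7107 alone and below DMSO (limma adjusted p from 1.52e-14 to 2.48e-12). ATM was lower in the combination than with E7107 (148 ± 2.78 CPM, log2 difference -0.36, limma adjusted p = 9.37e-05). ATR was higher than with E7107 (100.8 ± 1.92 CPM, log2 difference 0.42, limma adjusted p = 1.36e-05) and also higher than with DMSO (log2 fold change 0.32, limma adjusted p = 4.56e-06). UPF1 rose further (159 ± 4.3 CPM, log2 difference 0.28, limma adjusted p = 0.0019), and SF3B1 was lower than with E7107 (1114 ± 7.55 CPM, log2 difference -0.11, limma adjusted p = 0.00175). These calls depended on the processing. UPF1 was not called in 6 of 27 alternatives, both other scalings among them (adjusted p up to 0.0285), and SF3B1 in 3 of 27, among them the GC correction (adjusted p up to 0.288). SMG5 did not differ between the combination and E7107 at the threshold (log2 difference 0.11, limma adjusted p = 0.0212).

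The effect of NMDi in the presence of E7107 differed from its effect without it in 3000 of 12751 genes (interaction in the joint fit, limma adjusted p-value under 0.01), with 1626 positive and 1374 negative differences. Under median-of-ratios scaling 1400 were positive and 1710 negative (45% positive against 54.2%), and under 75th percentile scaling 1268 and 1861 (40.5%). The number was 2440 with the replicate block, where the same-numbered correlations ran from -0.36 (DMSO and NMDi) to 0.35 (E7107 and the combination). The interaction passed the threshold for CHEK2, FANCD2, FANCA and ATR and not for ATM (limma adjusted p = 0.0156, from 1.27e-06 to 0.0429 over 24 alternatives, 7 of which gave a call, among them 75th percentile scaling), SF3B1, UPF1 or SMG5 (limma adjusted p from 0.13 to 0.667). For SMG5 3 of 24 alternatives gave a call (limma adjusted p from 0.00132 to 0.253), those without E7107 replicate 1 and with the GC correction, with and without the block.

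The 4 gene lists were tested against all other genes with limma's camera, 12 tests in all, adjusted with Benjamini-Hochberg. The DNA repair list had a median log2 fold change of -0.82 with E7107 against -0.14 for the other genes, with 127 of 170 genes lower and 20 higher (camera, raw p-value of 5.21e-07, limma adjusted p = 6.25e-06). The same numbers of genes, 127 and 20, were counted when p-values were adjusted over the list alone. In the combination the median was -0.55 against -0.06, with 121 genes lower and 29 higher (camera, raw p-value of 4.16e-06, limma adjusted p = 2.5e-05). With NMDi alone the list did not differ from the other genes (median 0.04 against 0.08, raw p-value of 0.158, limma adjusted p = 0.237). Against E7107 alone, 100 of the 170 genes were higher in the combination and 10 lower. Of the 127 genes lower with E7107, 90 were higher in the combination than with E7107, and 11 were no longer below DMSO at the threshold. The replicate block gave this list adjusted camera p-values of 5.78e-06, 0.23 and 2.41e-05 with E7107, NMDi and the combination, where the same-numbered correlations with DMSO were -0.20, -0.36 and -0.30.

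The NMD target list did not differ from the other genes with E7107 (median 0.01 against -0.15, limma adjusted p = 0.237) or with the combination (median 0.20 against -0.06, limma adjusted p = 0.166). With NMDi alone its median was -0.003 against 0.08 for the other genes, lower in the camera test (raw p-value of 0.00383, limma adjusted p = 0.0153), with 14 genes higher and 15 lower. Among genes with a mean CPM of at least 10 the list did not pass 0.05 (limma adjusted p = 0.0534). On the recovered reads, edgeR's fit placed the list above the other genes with E7107 (median 0.15 against -0.03, edgeR adjusted p = 0.0194) and with the combination (median 0.27 against -0.004, edgeR adjusted p = 0.015). Among protein-coding genes only, the list lay close to the other genes with E7107 (median -0.118 against -0.179, camera adjusted p = 0.864). The same held with the combination (median 0.004 against -0.084, camera adjusted p = 0.715). The NMD factors were higher than the other genes with E7107 (median 0.33, limma adjusted p = 0.0461). They did not pass 0.05 after adjustment with the combination (median 0.42, raw p-value of 0.0231, limma adjusted p = 0.0555) or with NMDi (median 0.08, limma adjusted p = 0.533). The U2 components did not differ from the other genes with E7107 (limma adjusted p = 0.441), NMDi (limma adjusted p = 0.896) or the combination (limma adjusted p = 0.242). With the replicate block, at same-numbered correlations with DMSO of -0.20, -0.36 and -0.30, the adjusted camera p-values of the NMD targets were 0.233 with E7107, 0.0158 with NMDi and 0.15 with the combination. Those of the NMD factors were 0.0549, 0.704 and 0.0602, and those of the U2 components were 0.456, 0.872 and 0.233. The rise of the NMD factors with E7107 thus lay on either side of 0.05, with an adjusted p-value of 0.0235 under median-of-ratios scaling, 0.0295 under 75th percentile scaling, 0.0365 with edgeR and 0.0522 with the GC correction. With the combination it was 0.0492 under median-of-ratios scaling and 0.0194 with edgeR. It was 0.0562 under 75th percentile scaling, 0.0638 with the GC correction and 0.0862 among genes with a mean CPM of at least 10.

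**Figure D3:**
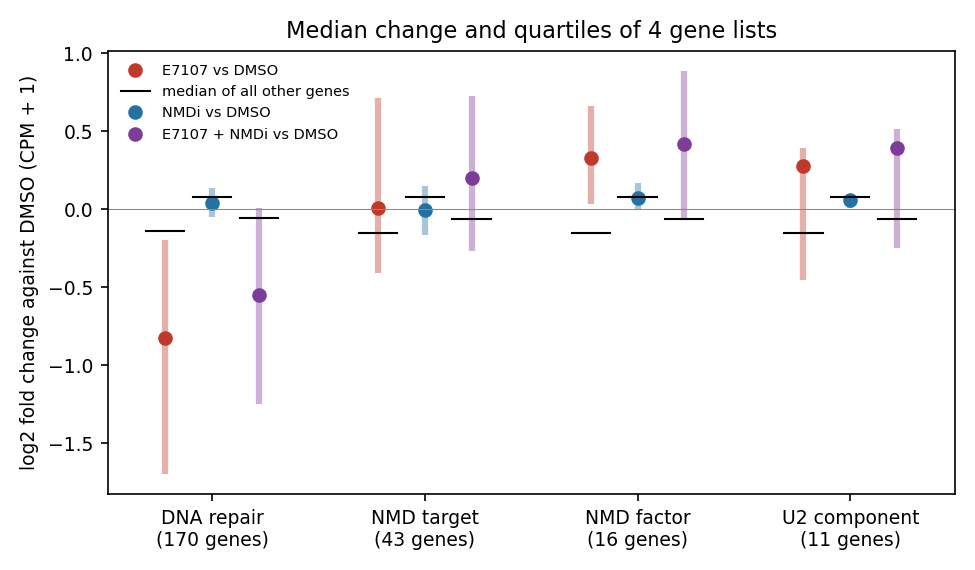
Median log2 fold change against DMSO (points) and the range between quartiles (bars) of 4 gene lists in the 3 comparisons with DMSO, with the median of all other genes as a black line. The DNA repair list lay below the other genes with E7107 (-0.82) and the combination (-0.55), and the NMD target list lay at -0.003 with NMDi.

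**Figure D4:**
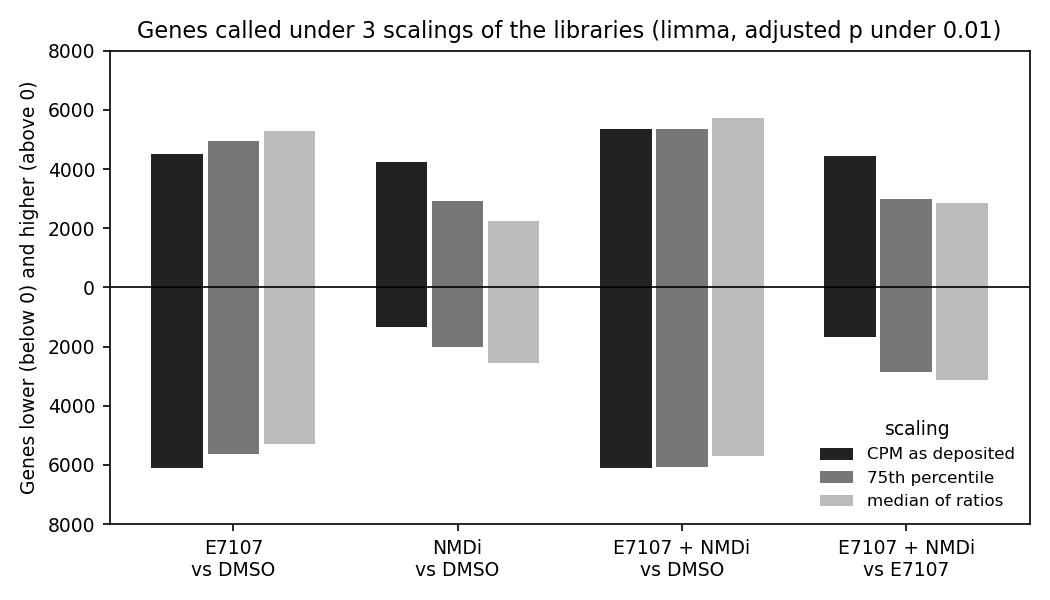
Number of genes called higher (bars above 0) and lower (bars below 0) in 4 comparisons under 3 scalings of the libraries (limma, adjusted p-value under 0.01). For NMDi against DMSO the higher genes numbered 4251 with CPM as deposited and 2234 with median-of-ratios scaling, and for the combination against E7107 4456 and 2852.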

Values the study reported

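The study reported that 1722 of 4535 transcripts lowered by E7107 were rescued when NMD was inhibited.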

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

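The tests of library scaling, of E7107 replicate 1 and of the return of DNA replication genes in this part were chosen only after the result was seen. The effect of NMDi on transcript levels differed with and without E7107 in 3000 of 12751 genes by the test of the interaction itself (limma, Benjamini-Hochberg adjusted p-value under 0.01), and this difference between groups is why the result is weighed here. The interaction was 0.546 for CHEK2 (limma adjusted p = 8.07e-06), 0.624 for FANCD2 (limma adjusted p = 3.92e-07), 0.779 for FANCA (limma adjusted p = 8.41e-08) and 0.375 for ATR (limma adjusted p = 0.00131), all on the log2 scale and all toward a larger rise with NMDi in the presence of E7107. Over the alternatives the adjusted p-values ran up to 6.65e-05, 6.97e-06, 1.9e-06 and 0.00509 in the same order.

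Exchanging NMDi labels between libraries within the E7107 and no-E7107 strata tested how often other splits give as many genes. Of the 32 splits that part all same-numbered pairs, 2 gave at least 3000 genes, the real one included. The other exchanged the NMDi labels of a whole stratum, gave 6765 genes and measures the sum of the NMDi effects in place of their difference. Its high count follows from the design and is no chance regrouping. The next highest count was 2592, so of the remaining splits only the real one reached 3000, though by a small margin. A split that mixes NMDi labels within a stratum puts the NMDi effect into the spread within groups, which lowers its count. The rank of the real split alone therefore shows neither presence nor absence of an interaction.

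Median-of-ratios scaling gave 3110 genes with an interaction, so the total hardly depended on the scaling of the libraries. The balance of signs did, with 1626 positive and 1374 negative with CPM as deposited, 1400 and 1710 with median-of-ratios scaling, and 1268 and 1861 with 75th percentile scaling. Without E7107 replicate 1, the library farthest from its group, the count was 4362, so it did not rest on that library. The correction for GC content gave 5110 genes, 2943 of them among the 3000, and 4882 with the replicate block. The interaction hardly followed GC content across genes (Pearson's r of 0.0633), and 2943 of the 3000 calls remained after the correction. A trend with GC content therefore did not make most of these calls. The correction moved the count by more than 1.5 times, so the number of genes with an interaction cannot be separated from GC content.

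For the DNA repair genes an attenuation shared by all genes that fall with E7107 could give an interaction. Among genes lower with E7107 and matched on the size of that fall, DNA repair genes gained 0.175 more in the combination than other genes (100000 permutations across genes, two-sided p = 1e-05, the smallest they can give), so a shared attenuation did not account for the gain of the list. It may account for single genes, since CHEK2 and FANCD2 gained more than 79.1% and 75.6% of the genes with a like change with E7107, within the range of these genes, and FANCA more than 95.5%. ATR gained more than 93.2% of such genes, but it was not called lower with E7107 (-0.098, limma adjusted p = 0.152). In the combination ATR lay above DMSO (0.325, limma adjusted p = 4.56e-06). A return toward DMSO does not lead above it, so these values argue against a shared attenuation for ATR. The named genes with an interaction, 4 in number, all kept it under median-of-ratios scaling and all 4 after the GC correction. Genes of DNA replication outside the repair list gained 0.29 more than matched genes (permutation p = 1e-05, again the smallest possible), with a median gain of 0.62 over 47 genes against 0.37 over 127 DNA repair genes. A partial return of replicating cells, or of the transcription program of DNA replication, may therefore account for the gain of the DNA repair genes. These data cannot separate such a return from a direct effect of NMDi on their transcripts. For CHEK2 the paper reported other evidence. Silencing UPF1, or treatment with cycloheximide, partly restored CHEK2 transcripts with a skipped exon, and the paper proposes a potential regulation by NMD. Counts per gene do not show such transcripts apart from others. NMDi alone did not raise the DNA replication genes (median -0.044 against 0.081, 11 higher and 14 lower, camera adjusted p = 0.00106). That comparison was made without E7107, and so does not decide whether they return in its presence. Genes are not independent replicates, and the permutation tests describe these libraries.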

How the results depend on the processing

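The 4 comparisons and the interaction were recomputed under 27 alternatives, 12 of which left out one library, for 76 results. No count test was run for NMDi against DMSO or for the interaction. Among single named genes, 71 results changed, 43 weaker and 28 stronger, besides those that reversed. Except where stated, the cause was not tested.

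With median-of-ratios scaling NMDi against DMSO gave 2234 genes higher and 2550 lower (46.7% higher, against 76.0%), and the combination against E7107 gave 2852 and 3111 (47.8% higher, against 72.8%). The share of E7107-lower genes that lost their call was 6.9%, and the median differences were 0.103 for the lower and -0.1 for the higher genes. ATR with E7107 reversed to 0.067, and with NMDi the DNA repair genes (-0.041), NMD factors (-0.01), U2 components (-0.023), FANCD2 (-0.077) and ATR (-0.037) reversed, as did the interaction of SF3B1 (-0.011). With 75th percentile scaling the combination against E7107 gave 2862 genes lower, the share was 6.1% and the medians were 0.098 and -0.102. NMDi values of the DNA repair genes (-0.006), FANCD2 (-0.041) and ATR (-0.002) reversed, and the interaction of SF3B1 was -0.024. The reversed values were no larger than the shift each scaling made in the median of all genes.

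On the recovered reads, edgeR gave 2818 genes higher in the combination than with E7107, a share of 7.4%, medians of 0.148 and -0.086, NMD target medians of 0.15 with E7107 and 0.272 with the combination, which passed the camera threshold, and ATR at 0.041 with E7107. DESeq2 gave 2848 higher and 3063 lower, a share of 7.8%, medians of 0.126 and -0.11, and ATR at 0.068. For edgeR with the replicate block, added after the data were seen, the values were 2539 higher, 7.1%, 0.155 and -0.09, NMD target medians of 0.15 and 0.271, and ATR at 0.04.

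The median of the lower genes was 0.203 with a pseudocount of 0.1, 0.163 with no filter and 0.188 with a mean CPM of at least 10. An adjusted p-value under 0.05 gave 4787 genes with an interaction. An absolute log2 fold change of at least 1 left 1364 higher and 2594 lower with E7107, 13 and 3 with NMDi, 1341 and 2071 with the combination, 67 and 13 for the combination against E7107 and 102 with an interaction, with a share of 26.3% and medians of 0.251 and -0.089. Among protein-coding genes only, the NMD target median with E7107 was -0.118.

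The GC correction, also added after the data were seen, gave 5110 genes with an interaction, a share of 10.1%, a median of 0.009 for the higher genes, NMD target medians of -0.042 with E7107 and 0.004 with NMDi, and CHEK2 at 0.024 with NMDi. With the replicate block added these were 4882, 10.1%, 0.006, -0.042, 0.004 and 0.024.

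Across the fits that each left out one library, the share ran from 7% to 11.5%, the median of the lower genes from 0.164 to 0.181 and that of the higher genes from -0.034 to -0.008. The NMD target median ran from -0.007 to 0.027 with E7107 and from -0.033 to 0.017 with NMDi. CHEK2 with NMDi ran from -0.041 to 0.02 and FANCD2 from -0.007 to 0.039. The interaction count ran from 2216 to 4362. The DNA repair list stayed between -0.85 and -0.805 with E7107.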

Other observations

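The tests of library scaling for the return of E7107-lower and E7107-higher genes, for its slope and for the NMD target list, the test of sense-intronic transcripts, and the tests of a shared batch and of a weaker response for E7107 replicate 1 were chosen only after the result was seen. The share of E7107-lower genes that lost their call in the combination was 9.29%, and 48.4% were higher than with E7107 in the direct test. The share of transcripts that the study called rescued was higher than the first of these values and lower than the second. These are not like measures. The study's text does not state its criterion for a rescue, and its set of transcripts was smaller than the 6106 genes counted here. The order of the 3 shares therefore shows neither agreement nor conflict. The second was computed with CPM as deposited only. Among all genes, 4456 were higher in the combination than with E7107 under that scaling and 2852 under median-of-ratios scaling. Whether the study's share is also lower than the second value under other scalings was therefore not shown.

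In the combination, genes lower with E7107 gained and genes higher with it hardly fell, with median differences of 0.17 and -0.02 that sum to 0.151. Under median-of-ratios scaling the sum was 0.003, with 75th percentile scaling -0.004 and in edgeR's fit with TMM factors 0.06. The first of these scalings centres the changes of all genes and so largely fixes the sum in advance. The asymmetry depended on the scaling, and without an external reference for total RNA whether it comes from the scaling cannot be told from these tables.

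The slope of the difference between combination and E7107 on the E7107 change was -0.116 across 12750 genes, and -0.121 under median-of-ratios scaling, which adds nearly the same amount to every gene and so could hardly move a slope. With the change and the difference taken from separate E7107 replicates it was -0.113, so noise shared by both axes did not make it, and with GC content, length and expression in the regression it was -0.11. If degradation of misspliced transcripts were the source, genes with introns could be expected to gain more than single-exon genes with a like fall. The matched difference was -0.001 (permutation p = 0.99), but only 53 of 5256 genes had a single exon, too few to tell. Genes with annotated NMD transcripts gained 0.013 more than those without (permutation p = 0.132), which does not decide it either. The change with NMDi alone correlated with the difference to E7107 across the E7107-lower genes (Pearson's r of 0.328), so genes that rose more with NMDi alone also gained more. The slope of the NMDi change on the E7107 change was only -0.003, or -0.013 with separate DMSO libraries on each side, and the median NMDi change was 0.09 in E7107-lower and 0.07 in E7107-higher genes, so an added effect of NMDi did not make the slope of the attenuation. Degradation of misspliced transcripts and a role of annotated NMD transcripts remain undecided.

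NMDi did not raise the NMD target list. Under the alternative scalings its median was at most -0.053, but a scaling moves all genes alike and cannot show whether the list lags behind the others. The list lay -0.083 from the other genes without and -0.079 with the GC correction, which removes the part of the changes that follows GC content, so GC content accounted for little of that distance. Across protein-coding genes with introns, those with annotated NMD transcripts changed by 0.008 more with NMDi than expression-matched genes without (permutation p = 0.0255). Counts per gene do not separate such transcripts from others of the same gene. This difference therefore does not decide whether the choice of genes on the list matters. The data may reflect a weak block of NMD at 24 hours or compensation, neither of which was tested.

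NQO1 and FTH1 rose with NMDi. Of 22 other target genes of NRF2, the transcription factor of the oxidative stress response, 21 were higher, with a median of 0.44 against 0.08 (camera, raw p-value of 9.93e-11, limma adjusted p = 1.99e-10, and a raw p-value of 2.97e-11 after the GC correction). NQO1 was at least 1.457 under the alternative scalings. An NRF2 response to the compound is a candidate explanation, and whether it is linked to NMD was not tested.

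The fall of the DNA repair list with E7107 (-0.82) was accompanied by a median of -2.623 over 48 DNA replication genes outside it, of which 47 were lower. With GC content, length, expression and exon number in the regression the list remained -0.667 from the other genes, against -0.652 without them. Fewer cells in S phase may contribute to the fall. The paper reported an arrest at the G2-M stage of the cell cycle with E7107, from DNA staining of CUTLL1 cells at the same dose and time. Its text does not give the share of cells in S phase, and no measurement of the cell cycle was used here. How much a change in the cell cycle contributes to the fall therefore remains open.

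Single-exon genes, which need no splicing, lay 0.287 above genes with introns under E7107 (155 genes, matched on expression 0.346, permutation p = 7e-04). The difference was 0.468 with GC content, length and expression in the regression and 0.298 without histone genes, so these did not account for it, and escape from the splicing block is a hypothesis consistent with it. Sense-intronic transcripts rose by 0.579 more than expression-matched lincRNA genes (102 and 537 genes, permutation p = 9e-05), which could come from reads of unspliced host introns.

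E7107 replicate 1 differed from replicates 2 and 3 in step with GC content (Pearson's r of -0.743 across genes). DMSO replicate 3 (-0.638) and NMDi replicates 2 and 3 (-0.614 and 0.659) followed it about as strongly within their groups, so the strength of the correlation does not set E7107 replicate 1 apart. A correlation does not measure the size of a deviation, and E7107 replicate 1 did stand apart in size. Its log2 differences from replicates 2 and 3 had an SD of 0.205 and 0.175, against at most 0.111 within the other groups. Whether GC content accounts for that size was not tested. Its deviation correlated with that of combination replicate 1 (r of 0.557), while its correlation was -0.51 with that of DMSO replicate 1 and 0.13 with that of NMDi replicate 1. These values go against a batch of all libraries numbered 1, and a batch could at most be shared by the pair with E7107. Its E7107 response was not weaker, with a slope of 1.003 on the others. Changes with NMDi also followed GC content (r of 0.387), as did those of the combination against E7107 (0.331), but the GC correction raised the counts, to 7072 genes for NMDi against DMSO and 7612 for the combination against E7107, 4902 and 5589 of them shared with the genes called without it.

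For each of the comparisons of E7107, NMDi and the combination with DMSO and of the combination with E7107, 1 of the 4 splits that part all same-numbered pairs gave as many genes, the real one. Each of the other splits of all 10 gave 0 genes at the threshold, and at an unadjusted p-value under 0.05 they gave at most 29, 393, 16 and 1692 genes, against 11439, 8197, 11948 and 8176 with the real groups. A split that mixes the groups puts their difference into the spread within groups, which lowers its count. With 4 splits the share cannot be under 0.05, so this count alone shows neither presence nor absence of an effect of the grouping.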
